A study of Rattus norvegicus with 12 samples. Its data were reported in "Unraveling the epigenomic and transcriptomic interplay during alcohol-induced anxiolysis" (2022).

How the data were processed

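ATAC-seq peak lists were analysed for 12 amygdala samples of adult male Sprague Dawley rats, 6 given saline (Control) and 6 given 1 g/kg ethanol (Ethanol) 1 h before tissue collection. Per the labels, frozen tissue was tagmented with a Nextera kit and the libraries were amplified and sequenced as paired ends. The group and replicate number of each sample were taken from its title and treatment label. The labels name no litter, sequencing batch or date, so no comparison within batches was made.

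The authors deposited 1 peak list per library, called on each library separately, with 5 columns: chromosome, start, end, peak name and a score. The meaning of the deposited score was not stated in the labels or the lists. It takes 150 to 186 distinct values per list and is at least 5 in each. The score is the authors' own value and was used only to rank peaks within a library. The aligner, peak caller, genome build, treatment of duplicate and mitochondrial reads, and any shift of reads for the transposase were not stated in the labels or the lists. The numbers in the peak names reach from 530355 to 832962, so each list is a part of a longer numbered list, from 6.35% of it in Ethanol 5 to 13.0% in Ethanol 4. How that part was chosen was not stated in the labels or the lists. Without read counts the depth of the libraries is unknown, and deeper libraries can give more and wider peaks. The precision of each group mean is that of 6 animals.

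Peaks of each library were counted and their covered length and median width computed. Similarity between libraries was the Jaccard index of covered length. All peaks were merged with a minimum overlap of 1 bp into a union of regions, and a region was detected in a library if at least 1 bp of it lay in a peak. Regions detected in at least 2 libraries were tested by a two-sided Fisher's exact test. The covered length of regions detected in all 12 libraries was tested on the log2 scale with limma (lmFit and eBayes), after subtracting the median of each library. Benjamini-Hochberg adjusted p under 0.05 was the threshold for both. Detection and covered length are the measures the lists allow, and need not be those the study tested.

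For the promoter loci listed by the study, positions were widened outward to multiples of 100 bp and the length in peaks was computed per library, with and without division by the covered length of the library. Group means were compared by two-sided exact permutation tests over all assignments of 6 of the 12 libraries, whose smallest possible p is 0.00216. Similarity was tested one-sided. Of the 30 gene symbols of these loci, 24 were found in a table of rat gene names (GRCr8 assembly), which was used for names and gene types only because its build was not known to be that of the lists. The share of peaks near a TSS, and a list of glucocorticoid responsive genes drawn up before the data were examined, needed gene positions in the build of the lists and were not analysed here.

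The tests, the rule for naming regions and most alternatives were set before the data were examined. Named were Hif3a and Slc10a6, then the 3 regions in each direction with the smallest Fisher p, ties going to the greatest covered length, then the 3 in each direction with the smallest limma p. The alternatives were the higher scoring 50% of the peaks of each library, the same number of peaks (50370) from each library, chromosomes 1 to 20 and X only, mean width, the Jaccard index of detected regions, detection as at least 50% of a region covered, regions in at least 1 or 4 libraries, width without centring or with quantile normalization, width with a pseudocount of 100 bp in regions detected in at least 2 libraries, loci without division by covered length or without chromosome 15 between 29 and 33 Mb, the replicate number as a block, and leaving out each library in turn. In the alternatives with fewer peaks by score, wider peaks were kept first among equal scores. Where an alternative with fewer peaks changed the bounds of a named region, the longest region overlapping it was taken. Leaving the chromosome 15 stretch out of the tests over regions, and other bounds or no division for that stretch, were added after the data were seen.

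The genome was also scanned after the data were seen, in windows of 1 Mb with a mean of at least 20 kb in peaks (1244 windows), as the log2 of covered length plus 100 bp over the covered length of the library, with each peak assigned to the window of its start. Stretches of 4 Mb were looked at in the same way, 629 of them with at least 20 kb in peaks on average, and correlations between the parts of a stretch used those with at least 20 kb in each part of 2 Mb. Results of the tests across regions and of the scan were set beside 100 of the 462 distinct splits of the libraries into groups of 6, drawn with a fixed seed and including the real one. Values far from the rest of a group were sought with Dixon's ratio of gap to range in 17 groups of 6.

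The steps were tested on simulated data. When the widths of 200 of the 21640 regions were changed by a log2 of 1, limma recovered 74.5% of them, and 98% at a log2 of 2. The noise was drawn independently for each region and library. Changes smaller than a log2 of 1 were not simulated, so the power of the width test for them is unknown. Of 200 of the 77224 regions given a peak with a chance of 95% in one group and 5% in the other, Fisher's test gave an unadjusted p under 0.05 for 90% and an adjusted p under 0.05 for 0%. Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, R 4.3.3 and limma 3.58.1, with bedtools 2.31.1 to check the merging. Positions are counted from 1.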

Results

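Chromatin accessibility was profiled by ATAC-seq, in which a transposase inserts sequencing adapters into exposed DNA, in the amygdala of adult male Sprague Dawley rats. The Control group received saline and the Ethanol group received 1 g/kg ethanol by intraperitoneal injection, and tissue was collected 1 h later. There were 6 libraries in each group, each from a separate sample, and the data analysed were the authors' list of open chromatin peaks for each library. The lists hold peak positions and a score per peak but no read counts, so the sequencing depth of each library is unknown. The number of peaks per library ranged from 50370 in Ethanol 5 to 75847 in Ethanol 6, and the length they covered ranged from 75.6 Mb in Control 1 to 134.6 Mb in Ethanol 6. Positions are given as in the deposited files, whose genome build was not stated in the labels or the lists.

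The first comparison asked whether ethanol changed accessibility across the genome as a whole. Control libraries had 59263 ± 8563 peaks and Ethanol libraries 62556 ± 9926 (SD, n = 6 each), and the difference was within the spread between animals (two-sided exact permutation test, p = 0.537). Peaks covered 87.8 ± 16.7 Mb in Control and 97.2 ± 20.8 Mb in Ethanol (SD, n = 6 each; two-sided exact permutation test, p = 0.418). The median peak width was 1123 ± 32.2 bp in Control and 1175 ± 107 bp in Ethanol (SD, n = 6 each; two-sided exact permutation test, p = 0.279). After Benjamini-Hochberg adjustment over these 3 tests each p was 0.537. Only 1 of 6 Ethanol libraries had more peaks, or a greater covered length, than every Control library. The covered length depended most on Ethanol 6: without that library the difference of 9.34 Mb fell to 1.86 Mb. The median width depended on Ethanol 4, without which the difference of 51.5 bp rose to 85.2 bp with an unadjusted two-sided exact permutation p of 0.0281.

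**Figure D1:**
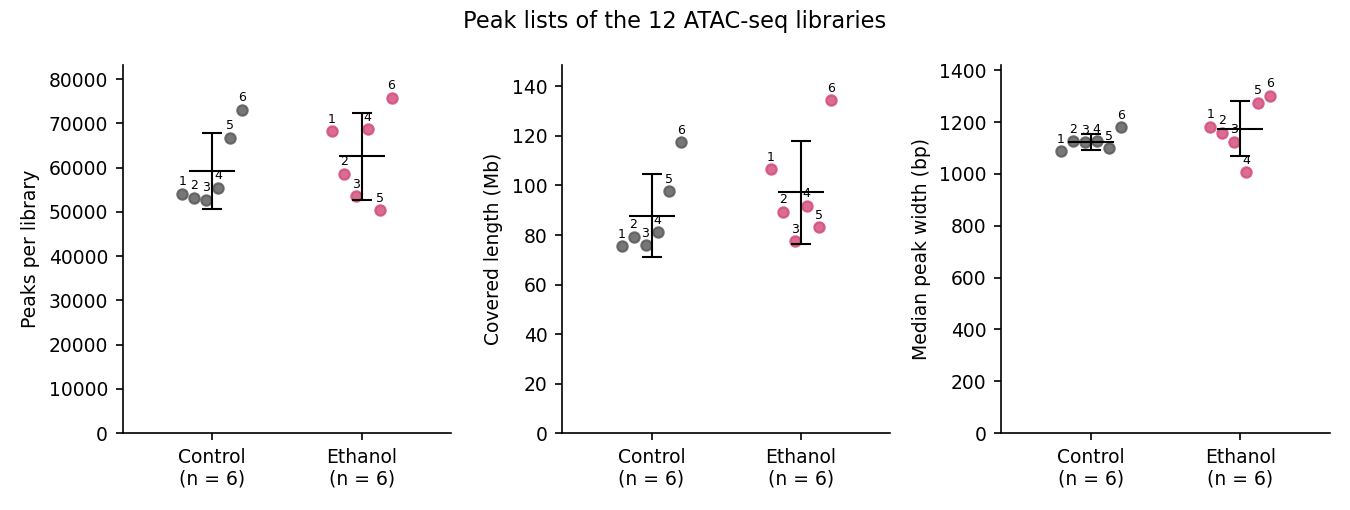
Number of peaks, covered length in Mb and median peak width in bp for each library, with points numbered by replicate, horizontal bars at the group means and error bars of 1 SD (n = 6 per group). The Control and Ethanol points overlap in each panel, with peaks from 52809 to 73110 in Control and from 50370 to 75847 in Ethanol.

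The second comparison asked whether libraries of one treatment shared more of their peaks with each other than with libraries of the other treatment. The Jaccard index, the length covered in both libraries divided by the length covered in either, ranged from 0.451 for Ethanol 3 and Ethanol 6 to 0.557 for Control 6 and Ethanol 6. No pair of libraries was close to identical. The mean index within groups minus the mean between groups was -0.000528, and libraries did not group by treatment (one-sided exact permutation test, p = 0.383). With the same number of peaks taken from every library the difference was 0.000491, also within chance.

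The third comparison asked which regions were open in one treatment and not in the other. Merging the 12 lists gave 118874 regions covering 215.82 Mb, of which 21640 had a peak in all 12 libraries and 41650 in 1 library only. The 77224 regions with a peak in at least 2 libraries were tested for detection in Ethanol against Control by a two-sided Fisher's exact test. None passed an adjusted p under 0.05. The smallest p that 6 libraries against 6 can give is 0.00216, so 3344 regions would have had to split completely by treatment for any of them to pass, and far fewer did. At an unadjusted p under 0.05 there were 148 regions, 114 detected in more Ethanol libraries and 34 in more Control libraries. With 1 library left out the number was between 251 and 364, but 5 libraries against 6 can pass with splits that 6 against 6 cannot, so these numbers are not comparable with 148. The share detected in more Ethanol libraries was 77.0% (exact 95% confidence interval 69.4% to 83.5%, which treats regions as independent and covers counting error only). This share moved most among the full sets of 12 libraries when the same number of peaks was taken from each, to 59.1%.

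Of the completely split regions, 11 had a peak in 6 of 6 Ethanol and 0 of 6 Control libraries and 3 the reverse. The 3 with the greatest covered length on the Ethanol side lay on chromosome 11 from 69683174 to 69686630, on chromosome 1 from 44434354 to 44438404 and on chromosome 5 from 165969298 to 165973152. Peaks covered 1778 ± 806 bp, 1739 ± 1051 bp and 1670 ± 1149 bp of these regions in the Ethanol libraries (SD, n = 6). The 3 on the Control side lay on chromosome 8 from 70084260 to 70085417, on chromosome 12 from 3384146 to 3385059 and on chromosome 6 from 10247808 to 10248439. Peaks covered 877 ± 130 bp, 739 ± 139 bp and 436 ± 61.4 bp of these in the Control libraries (SD, n = 6). Each of the 6 regions had a two-sided Fisher's exact p of 0.00216 and an adjusted p of 1. Among the higher scoring 50% of the peaks in each library, the numbers of Ethanol and Control libraries with a peak differed by at most 1 at any of the 6. Gene annotation of these positions was not used here.

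Regions open in all 12 libraries were compared by the length covered in each library, on the log2 scale relative to the library median, with limma. None of 21640 regions passed an adjusted p under 0.05, and 1120 had an unadjusted p under 0.05, 639 wider and 481 narrower in Ethanol. The smallest adjusted p was 0.0547, for a region on chromosome 19 from 54241385 to 54249187. It was wider in Ethanol by 1.22 ± 0.16 (log2 difference ± SE from limma), and all 6 Ethanol libraries exceeded every Control library. The next regions by p on the wider side were on chromosome 10 from 10626948 to 10632438 (0.97 ± 0.19) and on chromosome 2 from 224871941 to 224874614 (1.13 ± 0.23). The leading regions on the narrower side were on chromosome 6 from 111475450 to 111477839 (-0.90 ± 0.18), on chromosome 4 from 4430648 to 4432866 (-0.49 ± 0.10) and on chromosome 6 from 75235593 to 75237278 (-0.71 ± 0.16). Each of these 5 had a limma adjusted p of 0.878. The first of the narrower regions has the bounds of the less open Slirp and Alkbh1 locus listed by the study, which is counted again below. Of the 12 fits that each left out 1 library, the chromosome 19 region passed only without Ethanol 2 (limma adjusted p of 0.0451), with a limma adjusted p from 0.0592 to 0.252 in the others. With the higher scoring 50% of the peaks of each library its log2 difference was 0.44 (limma adjusted p of 0.938), and with the same number of peaks 0.54 (limma adjusted p of 0.922). Of 100 splits of the libraries into groups of 6, 12 gave at least 1 region past the adjusted threshold, against 0 for the real one. When regions with a peak in at least 2 libraries were included, with a pseudocount of 100 bp, 16 of 77224 regions passed, 13 wider and 3 narrower.

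The last comparison concerned the 30 promoter loci the study listed as altered by ethanol, 23 as more open and 7 as less open. The study chose them on these same samples, so the comparison is not independent evidence. Covered length was divided by the total covered length of each library and is given in bp per Mb. Summed over the more open loci it was 297 ± 44.3 bp per Mb in Control and 445 ± 68.0 bp per Mb in Ethanol (SD, n = 6 each; two-sided exact permutation test, p = 0.00649). Over the less open loci it was 116 ± 20.5 bp per Mb in Control and 83.4 ± 14.0 bp per Mb in Ethanol (SD, n = 6 each; two-sided exact permutation test, p = 0.00866). Restriction to the higher scoring 50% of the peaks of each library changed the differences from 148 to 232 and from -32.7 to -53.2 bp per Mb, but it also shortens the covered length that divides them, so these values are on another scale. All 30 loci differed in the listed direction. Of these, 9 had an unadjusted exact permutation p under 0.05 and 0 passed when adjusted over the list alone, where the smallest value was 0.0649, the least that a single locus can reach on its own. Without division by covered length, 15 had an unadjusted p under 0.05 and 12 passed when adjusted over the list alone, and 1 less open locus was no longer lower in Ethanol. In the tests over all regions given above, 0 of 77224 passed for detection and 0 of 21640 for width.

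Among these loci, the study put forward Hif3a, which encodes a hypoxia-inducible factor subunit, and Slc10a6, which encodes a solute carrier. It also reported more mRNA of both genes after ethanol, with more histone acetylation and less DNA methylation at both promoters. Peak lengths do not measure these. The locus at the Hif3a transcription start site (TSS) held peaks between 78995897 and 78998702 on chromosome 1 in all 12 libraries. Peaks covered 1299 ± 296 bp there in Control and 2065 ± 492 bp in Ethanol (SD, n = 6 each). In bp per Mb the values were 14.9 ± 2.69 and 21.5 ± 4.68, and 5 of 6 Ethanol libraries exceeded every Control library (two-sided exact permutation test, p = 0.00433, or 0.0649 adjusted over the list alone). The neighbouring Hif3a locus, called upstream here, held peaks between 78998889 and 79004845 in all 12 libraries. In the study it was the altered promoter peak with the strongest significance. Peaks covered 3669 ± 697 bp there in Control and 5035 ± 433 bp in Ethanol (SD, n = 6 each; two-sided exact permutation test, p = 0.00649). Divided by covered length, the values of 42.8 ± 10.4 and 53.1 ± 7.92 bp per Mb did not differ beyond the spread (two-sided exact permutation test, p = 0.0931). At Slc10a6, between 7617156 and 7618444 on chromosome 14, a peak was listed in 0 of 6 Control and 3 of 6 Ethanol libraries (two-sided Fisher's exact test, p = 0.182). No library had a peak there among the higher scoring 50% of its list.

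**Figure D2:**
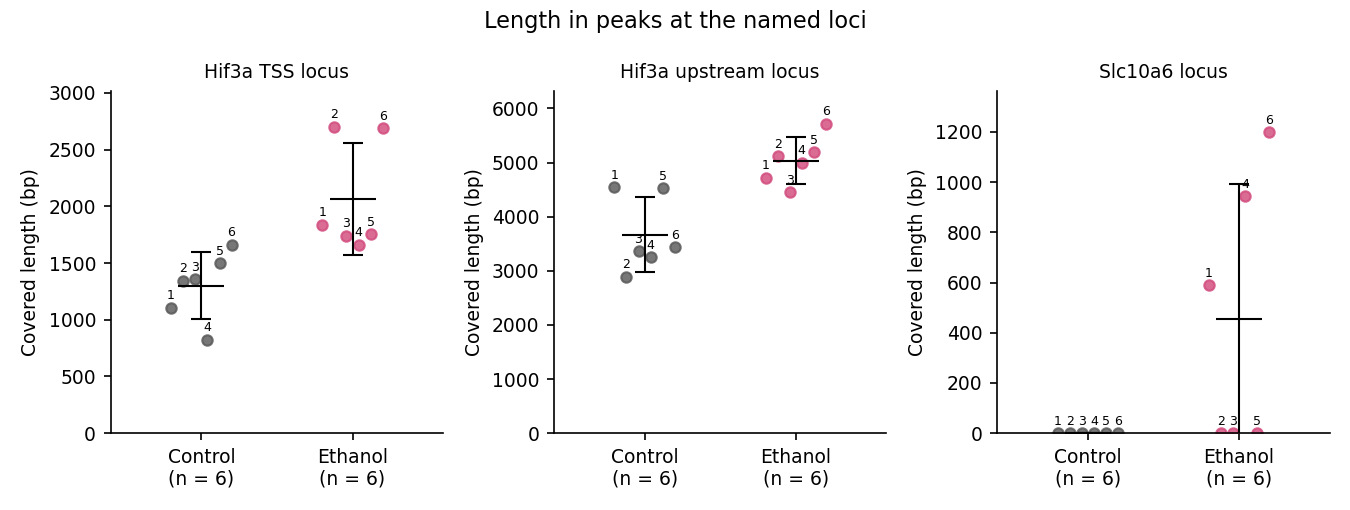
Length in bp covered by peaks at the Hif3a TSS, Hif3a upstream and Slc10a6 loci for each library, with points numbered by replicate, horizontal bars at the group means and error bars of 1 SD (n = 6 per group), whose part below 0 is not drawn. At the Hif3a TSS the Control libraries lie between 825 and 1663 bp and the Ethanol libraries between 1662 and 2704 bp.

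**Figure D3:**
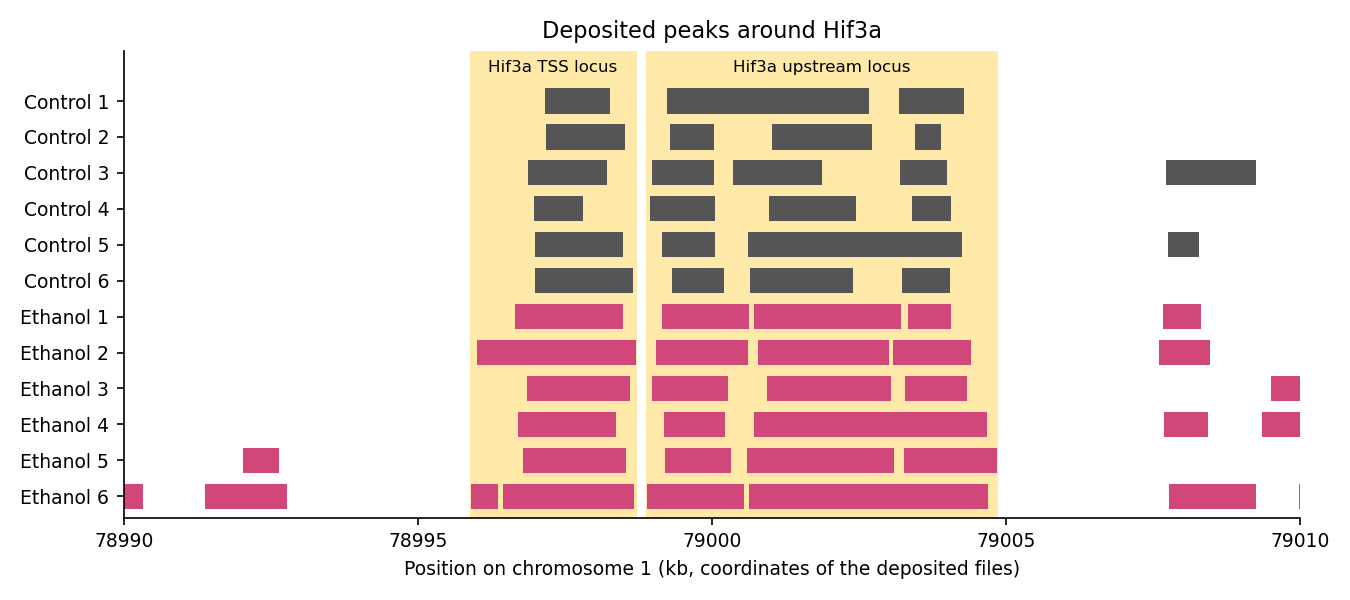
Peaks around Hif3a on chromosome 1 as boxes drawn to scale, 1 line of boxes per library, against position in kb. Shading marks the extent of the peaks at both loci, and the Ethanol peaks at the TSS locus extend to lower positions than the Control peaks in all 6 libraries.

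Of the more open loci, 9 lay on chromosome 15 between 29 and 33 Mb, and the whole of that stretch was compared. Peaks covered 82023 ± 34563 bp of it in Control and 219083 ± 105282 bp in Ethanol (SD, n = 6 each; two-sided exact permutation test, p = 0.00433). In bp per Mb the values were 925 ± 297 and 2349 ± 1352, with 5 of 6 Ethanol libraries above every Control library (two-sided exact permutation test, p = 0.00866). Ethanol 3 had 4941 bp per Mb, and without it the difference fell from 1424 to 905 bp per Mb (two-sided exact permutation test, p = 0.0108). The difference of the more open loci did not rest on this stretch: without the 9 loci the sums were 198 ± 32.4 and 303 ± 47.5 bp per Mb, with all 6 Ethanol libraries above every Control library (SD, n = 6 each; two-sided exact permutation test, p = 0.00216, the smallest possible).

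**Figure D4:**
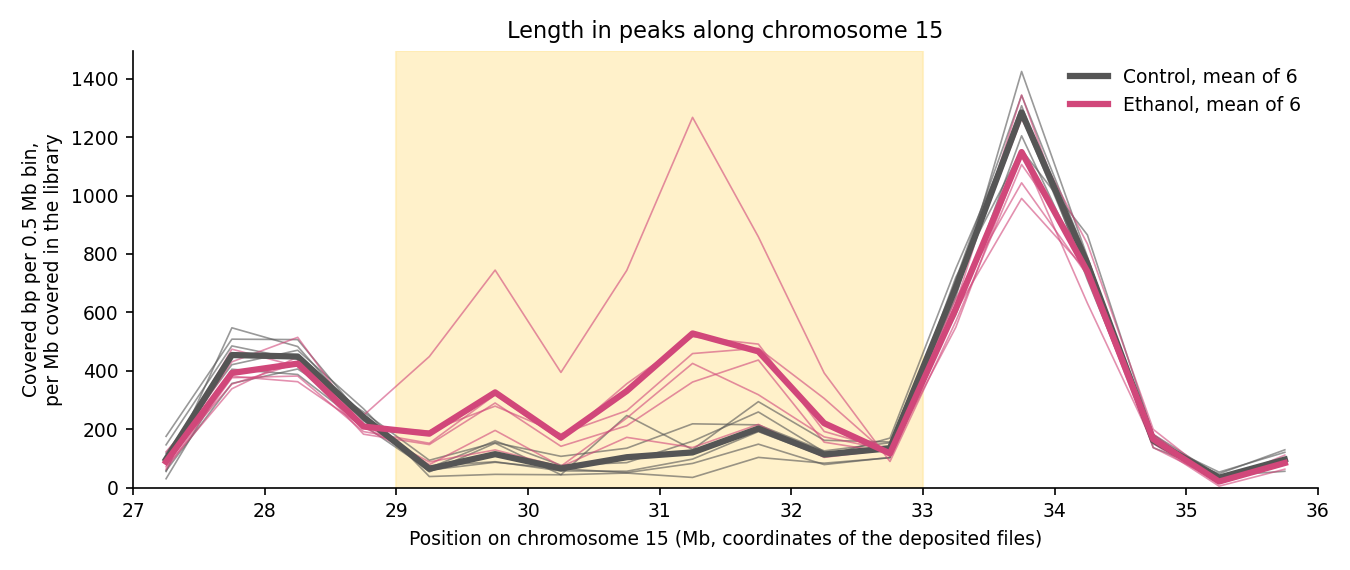
Length covered by peaks per bin of 0.5 Mb, in bp per Mb covered in the library, against position on chromosome 15 in Mb, with thin lines for the 12 libraries and thick lines for the group means (n = 6 per group). Within the shaded stretch from 29 to 33 Mb the Ethanol mean lies above the Control mean except in the last bin, and on both sides of it the Ethanol mean lies mostly slightly below the Control mean.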

Values the study reported

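The study reported a total of 118,836 ATAC-seq peaks in the amygdala, of which about 12% (14,707) lay near promoters. It reported 164 peaks altered by acute ethanol at an FDR under 0.05, made up of 148 open and 16 closed peaks, and listed 31 genes with altered promoter peaks at an FDR under 0.2.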

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

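The tests in this part were chosen after the result was seen. In Ethanol 3, peaks covered 4941 bp per Mb of chromosome 15 between 29 and 33 Mb, against 1054 to 2320 bp per Mb in the other 5 Ethanol libraries. This was the only value that lay far from the rest of its group among 17 groups of 6 libraries examined, and chance gives about 1 in 20. The library had one of the lower covered lengths in total, 77.5 Mb, so division by a small total adds to the value, but its undivided 383040 bp was also the highest of the 12 libraries. The tables argue against this library as the whole cause of the group difference over the stretch: the smallest log2 difference over the 12 fits without 1 library was 1.00. The flanking 4 Mb on each side had a log2 difference of -0.13. Division by covered length can lower dense flanks in longer lists, so this value does not exclude depth or calling threshold. With the same number of peaks from each library, the group difference over the stretch was 1359 bp per Mb (two-sided exact permutation test, p = 0.00866). This argues against the number of listed peaks as the cause of the group difference. A factor that differs between animals and acts on the stretch without its last 0.5 Mb may lie behind the value of Ethanol 3. The first 2 Mb and the rest of that part moved together between animals of one group (r = 0.963). In that last 0.5 Mb, Ethanol 3 was the lowest of the 12 libraries, with 90.1 bp per Mb. A variant carried by the animal, reads shared between near-identical gene copies, cells of another type in the sample, a wrong label and ethanol itself were not tested and stay open.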

How the results depend on the processing

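The alternatives for this part were set before the data were examined, except those that leave out the chromosome 15 stretch from the tests over regions or change its bounds or its division, which were chosen after seeing the data. Of 51 values of the main comparisons under alternatives that kept all libraries, 46 kept their direction and their side of the threshold. Part of these 46 had little or no room to change. The detection count could hardly leave 0, as its main form needed 3344 complete splits and had 11 and 3. Filters on the number of libraries could not move the share, since an unadjusted p under 0.05 needs a peak in at least 5 libraries. Leaving out chromosome Y removed only 10 to 20 peaks per library. The tally is therefore no measure of robustness. The values that did change are given here.

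Taking the same number of peaks from every library reversed the difference in similarity to 0.000491 (one-sided exact permutation test, p = 0.335), from -0.000528, both near 0. It also lowered the share of regions detected in more Ethanol libraries from 77.0% to 59.1% (78 against 54 regions). The alternative drops the lowest scoring peaks of the longer lists, and the narrowest among equal scores. From 16.7% to 21.7% of each list had its lowest score. Part of the share therefore came with the dropped peaks, which were chosen partly by width. Among the higher scoring 50% of the peaks, where lists keep their relative lengths, 46 regions against 13 were detected in more Ethanol libraries, and the count at an unadjusted p fell from 148 to 59 with 39431 regions tested. The count of regions past the adjusted threshold was 0 under each of these.

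Including regions with a peak in at least 2 libraries in the width test, with a pseudocount of 100 bp, gave 16 regions past the limma adjusted threshold against 0, and 3424 against 1120 at an unadjusted p. A group with no peak in any of its libraries then has the same length throughout and little spread, which favours such calls by construction. Centring moved the split of the regions at an unadjusted p in the width test, from 639 wider and 481 narrower to 817 and 173 without centring and 594 and 562 with quantile normalization. No region passed under either.

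The replicate number as a block was also tried. Samples with the same number deviated together only weakly (correlations from -0.0722 to 0.214, mean 0.0484, against -0.00961 for other pairs). This was not tested, and Control 6 and Ethanol 6 also had the highest Jaccard index (0.557). Pairing by number is therefore neither shown nor excluded. With the block, the differences over the more and less open loci of 148 and -32.7 bp per Mb had a two-sided exact sign-flip p of 0.0625 each, where the smallest possible was 0.03125. With the block, an exact McNemar test of detection gave 14 regions at an unadjusted p under 0.05 and 0 past the adjusted threshold, and no other main result changed its call.

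Each library was left out in turn, giving 12 fits per result. The difference in peaks ranged from 634 to 6062, in covered length from 1.86 to 15.3 Mb and in median width from 26.2 to 85.2 bp, the last without Ethanol 4 and the only one of these with an exact permutation p under 0.05 (0.0281). The difference in similarity ranged from -0.00292 without Control 1 to 0.00396 without Control 6, and its exact permutation p was at least 0.167 at these ends. It was also above 0 without Control 5, Ethanol 3, Ethanol 4 or Ethanol 5, from 0.000184 to 0.00133. The share of regions in more Ethanol libraries ranged from 58.3% without Ethanol 6 to 88.5% without Ethanol 5. Regions with differing detection numbered 0 in each fit, and those at an unadjusted p between 251 (without Control 4) and 364 (without Ethanol 5). These counts and shares are not comparable with the 148 regions and 77.0% of all libraries, because the smaller design passes other splits. A peak in 4 of 6 against 0 of 6 libraries has a two-sided Fisher's exact p of 0.0606. A peak in 4 of 5 Ethanol against 0 of 6 Control libraries has 0.0152, while 0 of 5 Ethanol against 4 of 6 Control libraries has 0.0606. Leaving out an Ethanol library therefore also shifts the direction towards Ethanol. The fall to 58.3% without Ethanol 6 (148 against 106 regions) ran against that shift. The fits without each other Ethanol library gave 73.0% to 88.5%, so the share depended on Ethanol 6. Regions with differing width ranged from 0 to 1, the 1 being on chromosome 19 without Ethanol 2 (limma adjusted p of 0.0451, against 0.0543 to 0.938 for that region under the alternatives that kept all libraries). The difference over the more open loci ranged from 135 to 170 bp per Mb and over the less open loci from -36.6 to -26.2 bp per Mb, and both stayed past the threshold in all 12 fits.

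Among single items, the Hif3a TSS difference kept an unadjusted p under 0.05 under every alternative run for it. Its main value did not pass when adjusted over the list alone (0.0649). Without division by covered length, the exact permutation p adjusted over the list alone was 0.0433 there and 0.0472 at the upstream locus. The study chose both loci on these same samples. The Hif3a upstream difference, not past an unadjusted 0.05 when divided by covered length (p = 0.0931), passed it without division (1366 bp, exact permutation p = 0.00649), with the same number of peaks (12.7 bp per Mb, p = 0.0325), in the higher scoring 50% (21.8 bp per Mb, p = 0.0433) and without Control 1 (13.8 bp per Mb, p = 0.0216). At the 6 named detection regions, 6 against 0 libraries fell to a difference of 0 or 1 in the higher scoring 50%, and the 3 Ethanol regions to differences of 1 to 4 when at least 50% of a region had to be covered. With the same number of peaks, the chromosome 11 region fell to 4 against 0 libraries. Over the named items, 10 values were weaker and 3 stronger of 91, with 0 reversed.

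The share of peaks near a TSS and its alternatives were not run, because gene positions in the build of the lists were not used here. Unknown depth limits each comparison of length and width, as a wider peak can come from more reads. The detection test could not pass its adjusted threshold with fewer than 3344 complete splits, so its 0 says nothing about single regions.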

Other observations

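The tests of explanations in this part were chosen after the results were seen. The number of regions past an adjusted p under 0.05 here was 0 in the tests of detection and of width, from peak lists, which hold no read counts. For width, the 0 covers only the 21640 regions with a peak in all 12 libraries. The number quoted from the study above was not limited to such regions, so this 0 is not comparable with it. The detection test could not pass with fewer than 3344 complete splits, so its 0 is not comparable with that number. The width test with a pseudocount of 100 bp, a setting that favours calls by construction, gave 16 regions, fewer than in the study.

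The counts of regions at an unadjusted p were set beside other splits of the libraries. In the detection test, 28 of 100 splits gave at least as many regions as the 148 of the real split, and 45 of 100 gave a share at least as far to one side. In the width test, 23 of 100 splits gave at least as many as 1120 regions. With the pseudocount, 11 of 100 splits gave at least 16 regions past the adjusted threshold, and the largest number among the others was 42. Chance assignment of the libraries therefore may account for each of these counts.

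The stretch of chromosome 15 between 29 and 33 Mb had the largest difference of the 629 stretches of 4 Mb examined, a log2 difference of 1.25 against at most 0.40 in size elsewhere. Its difference was spread over many regions: of 233 tested there, 178 were detected in more Ethanol and 12 in more Control libraries. Only 1 of 100 splits, the real one, had a window of 1 Mb with as large a difference (1.53), which argues against chance assignment. Over all 1244 windows, 64 had an unadjusted exact permutation p under 0.05 and the smallest adjusted p was 0.673, but 54 windows would have had to reach the smallest possible p for any to pass, so the adjusted values say nothing about single windows. The flanks differed by a log2 of -0.13 (two-sided exact permutation test, p = 0.0303), opposite in sign. Division by covered length can lower dense flanks in deeper libraries, so this does not exclude depth. With the same number of peaks from each library, the stretch differed by 1359 bp per Mb (two-sided exact permutation test, p = 0.00866), which argues against list length. The log2 difference ranged from 1.00 to 1.44 over the 12 fits without 1 library, which argues against a single library.

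The last 0.5 Mb of the stretch did not share its difference. The log2 difference there was -0.19 (two-sided exact permutation test, p = 0.260), lower by 1.58 than in the rest (two-sided exact permutation test, p = 0.00433), and Ethanol 3 had the lowest value of the 12 libraries, 90.1 bp per Mb. This argues against one factor acting on the whole stretch.

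What stays open includes a factor that differs between animals and acts on the stretch without its last 0.5 Mb. After removing the group means, the first 2 Mb and the rest of that part were correlated over the 12 libraries (r = 0.963 and rho = 0.979, permutation p = 1e-05 each, the smallest the permutations can give), and r was 0.946 without the 2 libraries farthest from the median. The median r between the parts of 378 other stretches of 4 Mb was 0.344, and 1 was as high. The Control libraries also differed among themselves over the 4 Mb, with an SD of 0.51 in log2, the 4th highest of 629 stretches, against a median of 0.15. These values are consistent with one factor per animal acting on this part, and with variation present without ethanol. Such a factor could be a haplotype or copy number, reads shared between tandem gene copies, or cells of another type, and none of these was tested. Of the 9 loci of the study in this stretch, 3 were found by symbol in the gene table, all 3 as V segments, the variable gene segments of antigen receptors. With under 80% found, the gene type of the stretch as a whole was not assessed. A batch or litter absent from the labels, and ethanol itself, stay open as well.

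Outside that stretch, the largest difference over windows of 1 Mb was on chromosome 7 between 109 and 110 Mb, with 15925 ± 3903 bp in peaks in Control and 36399 ± 19176 bp in Ethanol (SD, n = 6 each). The log2 difference after division by covered length was 0.92 (two-sided exact permutation test, p = 0.0173 unadjusted). As large a largest difference outside the stretch arose in 4 of 100 splits, which argues against chance assignment. The smallest log2 difference over 12 fits without 1 library was 0.79, without Ethanol 6, which argues against a single library as the whole cause. Most of the difference lay between 109.1 and 109.2 Mb, where the mean length in peaks was 4382 bp in Control and 19487 bp in Ethanol. The Zfat locus listed by the study lies in the window and held a small part of the difference, with 2506 ± 442 bp in Control and 3123 ± 342 bp in Ethanol (SD, n = 6 each; two-sided exact permutation test, p = 0.0173, or 0.0472 adjusted over the list alone). Divided by covered length, the values at Zfat were 28.9 ± 5.56 and 32.9 ± 5.61 bp per Mb (two-sided exact permutation test, p = 0.234). Ethanol, variants, unlabelled batches and cell composition were not tested as explanations and stay open.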
